A study of Homo sapiens with 6 samples. Its data were reported in "Cell cycle-dependent regulation of the RNA-binding protein Staufen1" (2014).

How the data were processed

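Total RNA from HEK293T cells, a line derived from human embryonic kidney that carries the SV40 large T antigen, was measured on 6 Illumina HumanWG-6 v3 BeadChip arrays. Per the labels, 3 samples came from cells transfected with an empty vector (control) and 3 from cells transfected with a plasmid coding for the FLAG-tagged 55-kDa isoform of Staufen1 (Stau1), and all cells were held in prometaphase by nocodazole, which blocks spindle assembly (50 ng/ml, given over 15 h). The study's methods give a longer time in nocodazole than the labels do, and the labels' time is printed here. Each sample was assigned to its group by the transfection named in its label.

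The deposited table held 37879 rows, and per the file headers it was a gene profile exported from BeadStudio with no normalization. Each row was therefore the mean over the probes of 1 gene, with a signal intensity per array that the authors had neither background-subtracted nor normalized. The detection p-value deposited beside each intensity compares it with the negative control beads of the same array. The table also gave the standard error over beads, in intensity units, and the mean number of beads as deposited per gene and array. All value columns were mapped to a sample. The authors' later steps, a background correction with negative controls, a variance stabilization and a robust spline normalization, were stated for the immunoprecipitated RNA and were not part of the deposited intensities. Negative control beads and probe sequences were not used here.

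The tests, groups, filters, gene lists and most alternatives were fixed before the data were examined. The plan spoke of probes, and the rows proved to be genes. Values were made with limma 3.58.1 in R 4.3.3 by a normexp background correction with an offset of 16, quantile normalization and log2. The background was inferred from the detection p-values, as planned for a table without control beads. Applied to all rows, that inference gave background SDs from 337 to 488, because a row that averages several probes carries a detection p that no longer falls strictly with its intensity. It was therefore restricted to the 30932 rows with whole bead counts and a detection p in whole steps of 1 in 759, to a tolerance of 0.002 steps, on every array. This gave background means from 74.6 to 92.7 and SDs from 15.2 to 18.2. The restriction was chosen after the fit on all rows had been seen, and both versions were kept.

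Rows with a detection p under 0.05 on at least 3 of the 6 arrays were kept, which left 13285 rows (35.1%). For rows of several probes this detection p is a combined value, so the filter does not act on them exactly as on rows of 1 probe. The groups were compared with limma (lmFit, then eBayes with a variance trend), with Benjamini-Hochberg adjustment over the kept rows and a threshold of 0.05. The study's methods state a t-test for the immunoprecipitated RNA and name no test for this comparison. That t-test, called the methods' t-test here, was run two-sided with equal variances on the same values, with a 2-fold threshold. Gene lists were tested with camera at a preset inter-gene correlation of 0.01, adjusted over 3 lists: the 275 targets that the study listed as bound by Stau1, and the G2/M (54) and S phase (43) lists of Seurat 5.3.0. Older symbols were matched through a RefSeq table (GRCh38.p14 names), which was used for names only; it matched 3 G2/M symbols and 1 S phase symbol. The bound list was chosen by the study on other arrays. The labels title the samples used here as inputs, and the study immunoprecipitated Stau1 from the extracts of its input cells. The list may therefore come from the same cells and is not independent of these arrays. With 3 arrays against 3, an exact permutation test cannot give a p below 0.1.

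Rows were named by a fixed rule: STAU1; the transcripts that the study followed by RT-qPCR; the study's list of changed targets; and up to 5 rows per direction past the threshold or, as none passed, the 5 kept rows with the lowest unadjusted p. Rows named outside that rule are said to have been chosen after their values were seen. The fit was tested on simulated data with the means of the 13285 kept rows and their moderated SDs. These are residual SDs that limma has already shrunk toward the trend. Of 200 rows changed 2-fold, 99.5% were recovered and 5.24% of the calls were false; of 200 rows changed 1.5-fold, 58% were recovered. The methods' t-test with the 2-fold threshold recovered 86 of the 200 rows changed 2-fold and 1 of those changed 1.5-fold. With no changed row, 0 were called. This simulation gave both groups the same spread and had independent rows, so it shows what the test could find under those conditions. Its shrunken SDs differed less between rows than the residual SDs of the data, so the recovery may be overstated. Figures were drawn with matplotlib.

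Alternatives were no background correction, a generalised log with cyclic loess, an offset of 50, cyclic loess, median scaling, no filter, a detection p under 0.01 on all arrays, no variance trend, array weights, a replicate block and leaving out each array in turn. For lists, fry and an estimated correlation were added, and for the t-test, a 1.5-fold threshold and limma's unadjusted p. Chosen after the data were seen were the background from all rows, and a background subtraction shifted above 0 with cyclic loess. The number of arrays limits the precision of every comparison.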

Results

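Transcript levels were measured in prometaphase HEK293T cells on 6 arrays, 3 from cells transfected with an empty vector (control) and 3 from cells transfected with the Stau1 plasmid. Staufen1 binds RNA, and the question is whether transcript levels in cells held at this stage differ when it is also made from a plasmid. The median signal intensity over all 37879 rows ranged from 83.0 on Stau1 replicate 1 to 102.2 on control replicate 3. Between 12730 and 13469 rows per array had a detection p under 0.05, and the median number of beads per row was 40 to 41.

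Arrays were first compared with one another across the 13285 kept rows. Rows are not independent replicates, so these correlations carry no p-value. Pearson's r between pairs of control arrays ranged from 0.987 to 0.992, and between pairs of Stau1 arrays from 0.994 to 0.996. Pairs across the groups spanned 0.989 to 0.996. Control replicate 3 correlated more closely with each Stau1 array (0.995 to 0.996) than with control replicates 1 (0.987) and 2 (0.992). Control replicate 1 stood furthest from the rest: its r with the other 5 arrays ranged from 0.987 to 0.991, and it had the lowest array weight (0.399, against 0.603 for control replicate 3, the next lowest). Control replicate 2 also correlated more closely with each Stau1 array (0.991 to 0.994) than with control replicate 1 (0.990). The median SD within a group was 0.17 (log2) in the control group and 0.12 in the Stau1 group. The group means had an R squared of 0.995. The lowest r between arrays moved most with no filter, to 0.992.

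**Figure D1:**
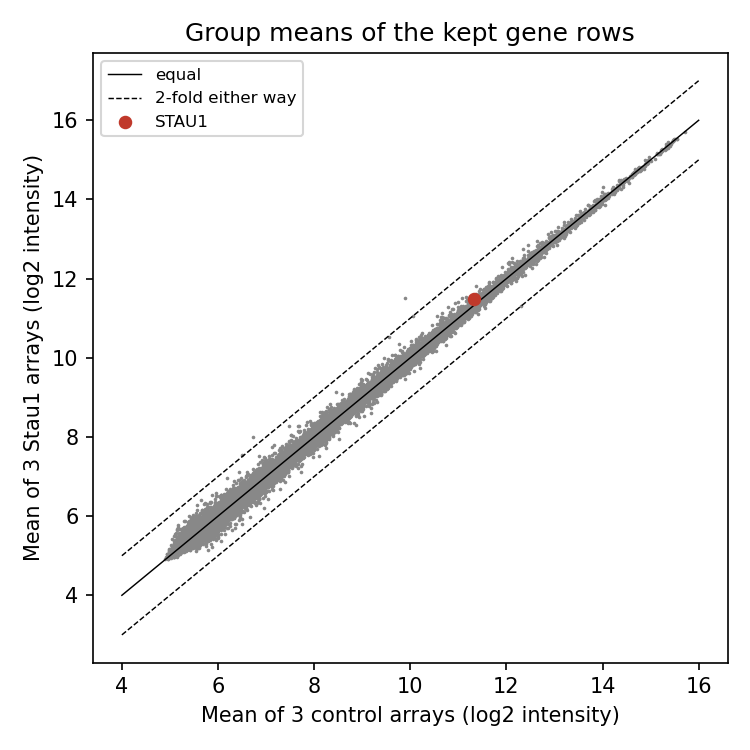
Mean log2 intensity of the 3 Stau1 arrays against that of the 3 control arrays, 1 point per kept row (13285 rows), with lines for equal means and for 2-fold differences. STAU1 is marked; 3 rows lie outside the 2-fold lines.

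STAU1, the gene carried by the plasmid, is on chromosome 20 (minus strand, as the deposited table gives it; the table gives no build). Its row is a mean over several probes whose positions were not analysed here, so how far it reads the plasmid's transcript is unknown. At the protein level, the study's western blot showed the tagged Stau1 in transfected prometaphase cells, in a smaller amount than endogenous Stau1. The log2 intensity of the STAU1 row was 11.32 ± 0.10 (SD, n = 3) in control and 11.47 ± 0.06 (SD, n = 3) in Stau1 arrays. Single values were 11.21, 11.39 and 11.37 in control replicates 1, 2 and 3, and 11.41, 11.53 and 11.48 in Stau1 replicates 1, 2 and 3. All 3 Stau1 arrays lay above all 3 controls, by a log2 change of 0.15 (SE 0.09). This did not pass the threshold (limma, adjusted p = 0.999), and an exact two-sided permutation test gave p = 0.1, the smallest p this design allows. The change was largest with median scaling (0.23), which also moved the median change over all kept rows from -0.00214 to 0.0660.

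Over the kept rows, 0 passed an adjusted p of 0.05 in limma, with a lowest adjusted p of 0.999. At an unadjusted p under 0.05 there were 496 rows (3.73%), 320 higher and 176 lower with Stau1, where chance alone gives 664.2. The methods' t-test gave 462 kept rows at an unadjusted p under 0.05 and 0 after Benjamini-Hochberg adjustment. The groups did not overlap in 1051 rows (7.91%), against 10% by chance. The median absolute log2 change was 0.09, and 99.7% of rows lay within 1.5-fold. The count depended on 1 array: without control replicate 3, limma called 39 rows, 35 higher and 4 lower with Stau1. Leaving out any of the other 5 arrays gave 0. The count at an unadjusted p under 0.05 in limma was 1686 (12.7%) without control replicate 3. Without 1 of the other arrays it ran from 238 (Stau1 replicate 3) to 550 (control replicate 1).

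**Figure D2:**
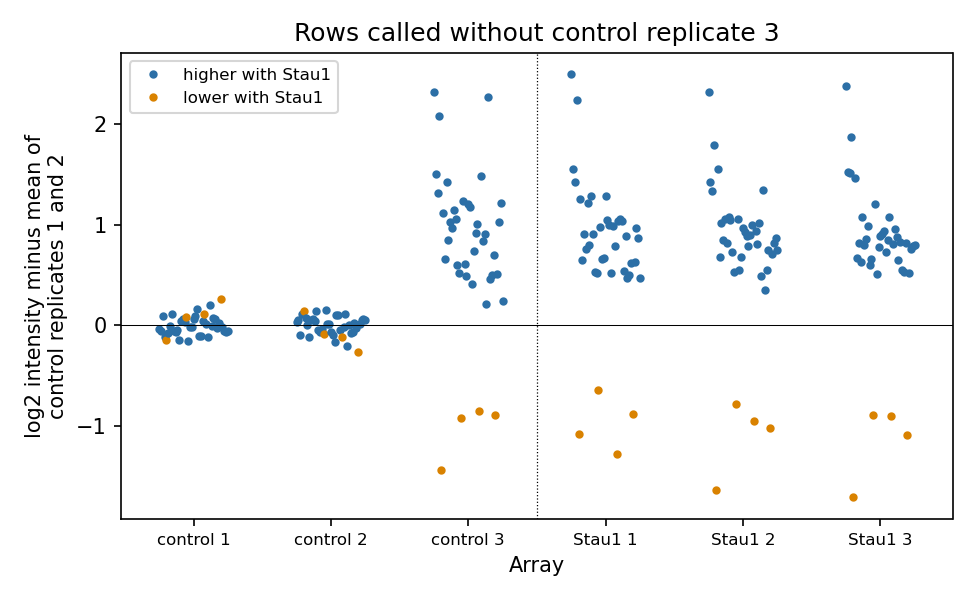
Log2 intensity on each of the 6 arrays of the 39 rows called when control replicate 3 was left out, as the difference from the mean of control replicates 1 and 2, with 1 point per row and array. These rows were selected for a difference between the first 2 controls and the Stau1 arrays. Control replicate 3 took no part in that test but was part of the normalization and the filter. It lies nearer the Stau1 mean in 36 of the 39. No row was called with control replicate 3 included, so some departure of it from the other controls was built into this selection.

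The study's rule for changed transcripts was more than 2-fold at a p under 0.05, and it does not say whether that p was adjusted. Read as an unadjusted p, this rule gave 0 rows with the methods' t-test, over all 37879 rows and over the kept rows. After Benjamini-Hochberg adjustment it also gave 0. In the simulation this rule recovered 86 of 200 rows changed exactly 2-fold, and 200 of 200 changed 3-fold. With limma's unadjusted p the count was 3. These rows, SNORD13, SNORD46 and HS.473191, were named after their values were seen, and their adjusted p in limma was 0.999. Their spread among controls was wide: SNORD13 was 9.89 ± 1.33 (SD, n = 3) in control and 11.51 ± 0.09 (SD, n = 3) in Stau1 arrays. The count moved most with the fold threshold, to 15 rows at 1.5-fold, and without control replicate 3 it was 12.

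The 5 kept rows with the lowest unadjusted p did not pass the threshold (limma, adjusted p = 0.999 for each). They were P2RY11 (chromosome 19), POLR2A (17), SRRM2 (16), SPEN (1) and HS.426229, for which the table gives no chromosome. All 5 were higher in every Stau1 array than in every control. The log2 change was 0.80 (SE 0.16) for P2RY11, 0.49 (SE 0.10) for POLR2A, 0.45 (SE 0.09) for SRRM2, 0.59 (SE 0.12) for SPEN and 0.72 (SE 0.16) for HS.426229. Without control replicate 3, P2RY11 (adjusted p = 0.0286), POLR2A (0.0386) and SPEN (0.0490) passed in limma, and SRRM2 and HS.426229 did not. HS.426229 was detected on only 2 of the 3 control arrays. With the background inferred from all rows, the change was 0.19 for P2RY11 and 0.04 for HS.426229.

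**Figure D3:**
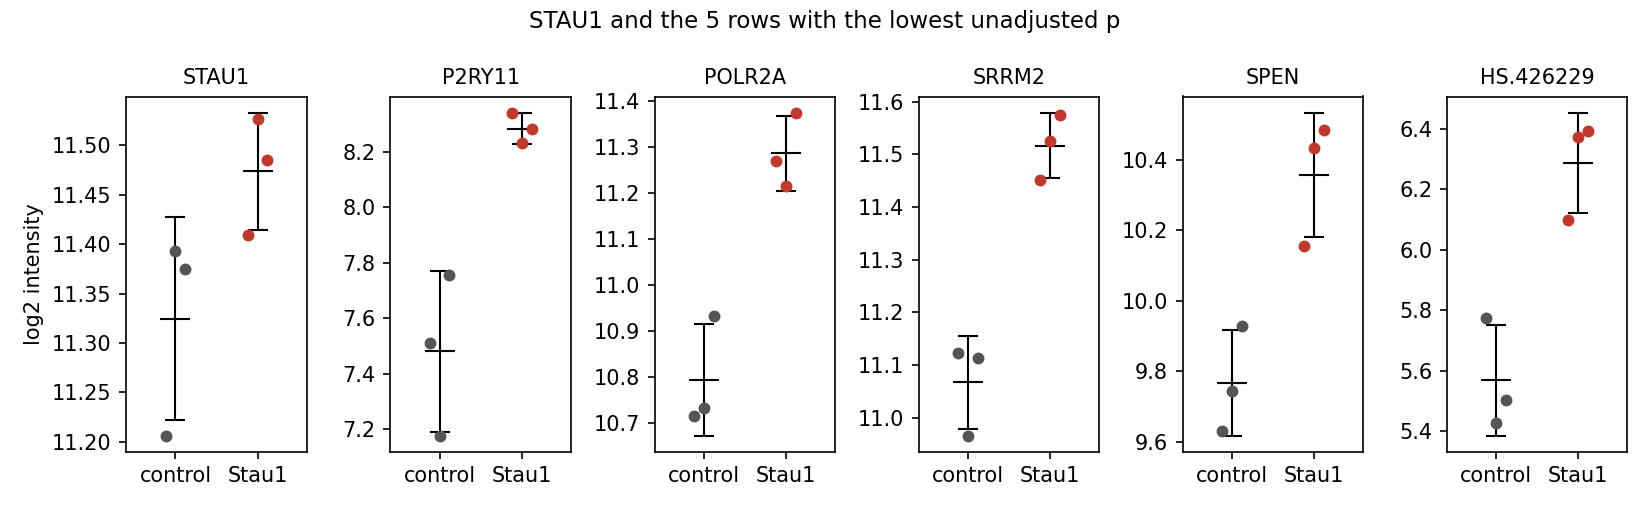
Log2 intensity of STAU1 and of the 5 rows with the lowest unadjusted p, with 1 point per array and bars for the group mean ± SD (n = 3). Each panel has its own scale that does not start at 0; in all 6 rows every Stau1 array lies above every control array, and no row passed the adjusted threshold.

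The transcripts that the study followed by RT-qPCR were APAF1, RB1, SPC24, JUB, MOBKL2B, VHL and the reference RPL22. That RT-qPCR measured immune complexes of endogenous Stau1, and nocodazole-treated against asynchronous cells. It did not compare the Stau1 plasmid with the vector, so the values here are no test of it. Of these 7, 6 were kept and 0 passed, either adjusted over all kept rows or adjusted over the list alone (limma, lowest adjusted p over the list alone = 0.372). The largest change was in MOBKL2B, which was 6.86 ± 0.35 (SD, n = 3) in control and 6.46 ± 0.42 (SD, n = 3) in Stau1 arrays, and its groups overlapped. Its change was -0.40, and moved most with the background inferred from all rows, to -0.04. The other 5 kept transcripts changed by between -0.20 (RPL22) and 0.06 (APAF1) on the log2 scale. JUB had a detection p under 0.05 on 1 array of each group and was not kept.

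The study's list of changed targets held HS.540270, HS.574124, LOC647082 and AKR1C1. The study chose it on these same arrays, so a test on the list alone is not independent evidence. None of the 4 had a detection p under 0.05 on any of the 6 arrays, and the lowest was 0.233. They were therefore not kept, and with no filter 0 passed (limma, adjusted p = 0.999 for each, and 0.713 at the lowest adjusted over the list alone). Their log2 changes without a filter ran from -0.10 (AKR1C1) to 0.07 (HS.540270), and AKR1C1 moved most under another transformation, to -0.67 with the background subtraction shifted above 0. No change was detectable at this signal over background.

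Whether transcripts bound by Stau1 changed in abundance was tested on the study's list of 275 targets, of which 243 were kept. Their median log2 change was 0.04 and their mean 0.07, and 154 of them (63.4%) were higher with Stau1. Camera with a preset correlation gave an adjusted p of 0.00176 (limma). This call did not hold under fry (adjusted p = 0.221) or with the correlation estimated from the list (adjusted p = 0.215). The list's median per array, relative to each row's mean, was -0.06, -0.04 and 0.01 in control replicates 1, 2 and 3, and 0.06, 0.00376 and 0.04 in Stau1 replicates 1, 2 and 3. The groups overlapped, and an exact two-sided permutation test of these medians gave p = 0.2.

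The G2/M and S phase lists asked whether both groups were arrested alike. The median log2 change was 0.01 over 52 kept G2/M genes (camera, adjusted p = 0.698) and 0.03 over 40 kept S phase genes (adjusted p = 0.502). Neither passed under fry or an estimated correlation. Without control replicate 3, the S phase list passed (median 0.11, adjusted p = 0.0073), and without control replicate 1 its median was -0.03.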

Values the study reported

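The study reported that 4 probes changed more than 2-fold in either direction in cells expressing Stau1, relative to cells with the vector. It also reported 275 transcripts enriched at least 2.5-fold in Stau1 immune complexes.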

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

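Of the settings below, the background from all rows and the background subtraction shifted above 0 were chosen after the data were seen. The restriction of the background to rows of 1 probe, used throughout, was also made after a first fit had been seen, and limma called 0 rows with either background (496 and 506 rows at an unadjusted p under 0.05).

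The count of rows changed between groups was 0 in limma under the 12 other settings that kept all 6 arrays, and 0 with the methods' t-test after Benjamini-Hochberg adjustment under each of them. With all 6 arrays, unadjusted counts ran from 241 (median scaling) to 1565 (no filter). Array weights came closest to a call, with a lowest adjusted p of 0.0560 and 1291 rows at an unadjusted p under 0.05. Leaving out 1 array at a time gave 0 to 39 calls, the 39 without control replicate 3; the smaller number of arrays does not account for it, since the other 5 fits of that size gave 0. The methods' t-test after adjustment gave 1 row without control replicate 1 and 0 in the other 5 such fits. Those calls were made again with values prepared in 5 other ways, a check chosen after the data were seen. There were 8 with median scaling, all shared with the 39, and 20 to 56 with the other 4, of which 19 to 38 were shared.

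The count past 2-fold by the methods' t-test was 3 with limma's unadjusted p, 15 at 1.5-fold and 8 with the background subtraction shifted above 0, and 0 to 12 when 1 array was left out. None of those 8 rows was detected on any array or was on the study's list. At 1.5-fold the counts over all rows ran from 1 (no background correction) to 151 (background subtraction shifted above 0, 6 of them kept) with all arrays, with 83 (25 kept) for the generalised log, and reached 138 (135 kept) without control replicate 3.

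STAU1 stayed higher with Stau1 and short of the threshold, at 0.13 to 0.23 with all arrays and 0.09 to 0.18 with 1 left out (adjusted p from 0.502 to 1). The filter at a detection p under 0.01 removed STAU1 and gave no value. The Stau1-bound list kept its direction, with medians from 0.00944 (background from all rows) to 0.13 (median scaling) and from 0.04 to 0.07 with 1 array left out. It fell short under fry (median 0.0403, adjusted p = 0.221) and the estimated correlation (median 0.0403, adjusted p = 0.215). It passed under the others, but these all used camera at the preset correlation and so do not test that choice. Adjusted p ran from 0.00033 (camera, no filter) to 0.221 (fry). The G2/M list reversed to -0.00698 with array weights and ran from -0.0150 to 0.0366 with 1 array left out. The S phase list ran from -0.0318 to 0.108 with 1 array left out, and passed without control replicate 3. APAF1 reversed to -0.0676 with array weights. Median scaling moved the median change over all kept rows from -0.00214 to 0.0660, and the values it gave, such as 0.23 for STAU1, 0.13 for the bound list and the reversal of VHL to 0.0786, mostly restate that shift. With 1 array left out, APAF1 ran from -0.0550 to 0.185, RB1 from -0.305 to 0.0292 and VHL from -0.0627 to 0.0416. MOBKL2B ran from -0.606 to -0.182 and RPL22 from -0.351 to -0.101 with 1 array left out, and MOBKL2B was -0.0362 with the background from all rows. Under that background P2RY11 was 0.185 and HS.426229 0.0407, against 0.80 and 0.72 in the report, and HS.426229 was 0.316 with no background correction. POLR2A, SRRM2 and SPEN stayed between 0.43 and 0.72 with all arrays. AKR1C1 moved to -0.260 with the generalised log and -0.667 with the background subtraction shifted above 0, which also moved HS.540270 and LOC647082 to 0.278 and 0.280. None of the reversals involved a called value, and the causes of the others were not tested. Of the RT-qPCR list, none of the transcripts that a setting's filter kept passed in limma under that setting. The study's 4 targets and JUB were removed by the detection filter, so they were tested only with no filter, where none passed (adjusted p = 0.999 for each).

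The lowest r between arrays was 0.987 in the report. It was 0.985 with a detection p under 0.01 on all arrays, 0.986 with median scaling and with the generalised log, 0.990 with no background correction and with the background from all rows, and 0.992 with no filter. With 1 array left out it ran from 0.987 to 0.991, the highest without control replicate 1. The cause was not tested. R squared of the group means ran from 0.990 to 0.995 with 1 array left out.

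Same-numbered arrays did not deviate together. The correlations of their deviations from the group means across kept rows were 0.02, 0.26 and -0.14, so the numbers were not read as pairs. With the replicate block limma called 0 rows, the methods' t-test, paired here though the study states no pairing, found 0 past 2-fold, and no list call changed (adjusted p = 0.00198 for the Stau1-bound list).

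A slide block was not run because the table names no slide, and all rows of a symbol were not tried because each symbol has 1 row. Signal over background limits the study's targets and JUB, which were at or near background.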

Other observations

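The tests of the other splits of the 6 arrays, of the response to Stau1, of a wrong label, of a shared batch, of the sterol and snoRNA rows, of the correlation within the bound list and of the study's targets (signal and probes) were chosen after the results they bear on were seen. Tests of processing, brightness, swap, the splits of 5 arrays and matched lists were set out before their values were computed, but after the pattern had been noticed.

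The methods' t-test here counted 0 rows past 2-fold. That is lower than the value quoted from the study above, but the study counted probes, while a row here is the mean over the probes of a gene, so the counts have different units. Averaging would dilute a change in 1 of several probes. For the listed targets this is argued against, since the rows of all 4 met the criterion for rows of 1 probe; for other genes it stays open, as the table gives no single probes. All 4 listed targets lay at background here, with 0 of 24 target and array pairs at a detection p under 0.05, so signal at background level is a candidate explanation, through the way such values are transformed. With the background subtraction shifted above 0, AKR1C1 changed by -0.67 in place of -0.10, HS.540270 by 0.28 in place of 0.07 and LOC647082 by 0.28 in place of 0.03, while HS.574124 changed by -0.06 in place of 0.00946. No setting tried here brought any of the 4 past 2-fold, and the authors' own transformation was not run.

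Among the 10 splits of the 6 arrays into 3 and 3, 6 gave at least as many rows at an unadjusted p under 0.05 as the real split (496), the real one included, and all 10 gave 0 calls. Chance cannot be excluded for the real split, and with 10 splits it never could be. The 3 splits that put control replicates 1 and 2 together with 1 Stau1 array gave 1020, 1305 and 1145 rows, but high counts were not specific to them: control replicate 1 with Stau1 replicates 1 and 3 against the rest gave 1217.

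Control replicate 3 lay with the Stau1 arrays in many of the rows that were called without it. It was nearer the Stau1 mean than the mean of the other controls in 36 of the 39 rows (92.3%). The base rate is high: over all 13285 kept rows the share was 70.1%, in part because a mean of 3 arrays is less noisy than a mean of 2. The sizes were nonetheless large for single rows, named after their values were seen. SNORD13 was 9.08, 9.15 and 11.43 in control replicates 1, 2 and 3 and 11.61, 11.43 and 11.49 in Stau1 replicates 1, 2 and 3. INSIG1 was 9.49, 9.61 and 11.05, against 11.10, 10.97 and 11.07. P2RY11, POLR2A and SPEN were the 3 exceptions, in which control replicate 3 lay nearer the other controls. They were also among the 5 rows with the lowest unadjusted p over all 6 arrays. Of the 10 splits of the other 5 arrays into 2 and 3, 1, the real one, gave as many calls as 39. Control replicate 3 was picked out of 6 arrays because leaving it out gave calls, so chance cannot be excluded here either.

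A response to Stau1 with all labels as given would put control replicate 3 with the other controls, and in 36 of the 39 rows it did not lie there. This count cannot exclude such a response. Rows called only without control replicate 3 tend to be rows in which it departs from the other controls. Normalization and background correction are argued against. Under each of 5 other ways of making the values, control replicate 3 lay nearer the Stau1 mean in at least 36 of these rows. A swap between a control and a Stau1 array would leave a Stau1 array beside control replicates 1 and 2. Control replicate 3 was left out together with each Stau1 array in turn, which called 6, 6 and 11 rows without Stau1 replicates 1, 2 and 3, and in 0 of these rows was the Stau1 array that had been left out nearer those controls. Array brightness stays open. Stau1 replicate 1 was the dimmest array by median signal over all rows. It was nearer control replicates 1 and 2 in 0 of the 6 rows called without it and control replicate 3. By the rule set beforehand this would have excluded brightness, but it rests on 1 array and few rows. At the 75th percentile of signal, control replicate 1 was dimmer (144, against 150 for Stau1 replicate 1). A single wrong label on control replicate 3 could also give this pattern and stays open, since its STAU1 value differed from the lowest Stau1 array by -0.0345 (log2), less than the SD of the Stau1 arrays (0.06). STAU1 does not single out this array, since its value (11.37) lay between those of control replicates 1 (11.21) and 2 (11.39). A batch shared by control replicates 1 and 2 cannot be told apart from the pattern. They correlated at 0.990, and control replicate 2 correlated more closely with each of the other 4 arrays, which a batch acting on few genes would also give, and the labels name no batch.

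Of the 39 rows, 8 belong to a list of 30 sterol and lipid synthesis genes written after some of these rows had been seen, and 6 are small nucleolar RNAs. Over the 28 kept sterol rows, the median deviation from the row mean was -0.17, -0.27 and 0.19 in control replicates 1, 2 and 3 and 0.13, 0.07 and 0.12 in Stau1 replicates 1, 2 and 3. Over 36 kept small nucleolar and Cajal body RNA rows it was -0.21, -0.26 and 0.24, against 0.16, 0.15 and 0.05. In sterol rows that were not called, control replicate 3 exceeded the other controls by a median of 0.22, and in 16 of 20 rows; in small nucleolar RNA rows not called it did so by 0.33, and in 28 of 30. Both classes were chosen from the called rows, so selection may account for part of this and is not excluded. Sterol synthesis genes follow the supply of lipids in the medium, and a difference in culture handling is a hypothesis that the labels give no means to test. Over all 6 arrays the sterol list had a median log2 change of 0.21, which passed with camera's preset correlation but not under fry.

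The higher median of the Stau1-bound list was not matched by lists of the same expression level. It lay at percentile 99.99 of 10000 lists matched on mean level, whose medians ran from -0.03 to 0.02 over the central 95%. Such lists take genes as independent, as camera nearly does with its preset correlation. With the correlation estimated from the list, p was 0.0717, which is consistent with genes of this list varying together between arrays for reasons other than the group. The bound list came from immune complexes of the experiment whose inputs, by their labels, were measured here. A transcript higher in the Stau1 cells could therefore also be recovered more in their immune complexes, which was not tested. Gene length and GC content were not tested here.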
